A study of Danio rerio with 4 samples. Its data were reported in "Spinal cord repair is modulated by the neurogenic factor Hb-egf under direction of a regeneration-associated enhancer" (2023).

How the data were processed

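The deposited files held a filtered count matrix for each of the 4 libraries, made by the authors with Cell Ranger 6.0.1 from 3′ tag reads aligned to the danRer11 assembly. The values were whole UMI counts, and no value had been scaled or merged between libraries. Introns, multiple alignments and the barcode calling settings are not given in the sources used here. Raw reads were not analysed here.

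The matrices held 10652 barcodes and 27421 gene identifiers with 26740 symbols, and the 518 symbols with more than 1 identifier were summed. The filter stated in the study (200 to 6000 genes, below 20% of UMIs from the 13 mitochondrial genes) left 10381 cells and removed 271, for reasons that overlap: 89 had too few genes, 59 too many and 172 too high a mitochondrial share. The libraries held 8480120 (WT sham), 60606837 (WT 7 dpi), 4409044 (hbegfaKO sham) and 12561093 UMIs (hbegfaKO 7 dpi) before the filter. Median genes per cell were 1334, 1895, 1338 and 1920, the median mitochondrial share 2.22%, 2.05%, 4.53% and 4.03%, and haemoglobin genes took 2.09%, 0.190%, 5.20% and 0.192% of UMIs.

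Doublets were scored with Scrublet in scanpy 1.11.5. The scoring did not work as intended, because it called 2, 0, 4 and 2 cells, with none among the 6511 cells of WT 7 dpi, so no cell was removed in the values reported. An added alternative removed the cells with the highest scores at 0.8% per 1000 barcodes (24, 339, 5 and 15 cells).

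Each library was normalised with sctransform 0.4.2, and the 4 were integrated in Seurat 5.3.0 under R 4.3.3 with 3000 features and 30 dimensions. Louvain clustering at resolution 0.5 gave 22 clusters. Clusters were named by code from 17 marker sets: a set had to stand at least 1 log2 unit above the mean of all clusters, with 3 or more of its markers detected in 10% of cells, and 0.5 above the next set. The first of these thresholds was lowered after the naming had been seen under the alternatives. A cluster also stayed unnamed when another set had more markers among its 10 top genes, or when its depth was below 0.333 of the library median with none of the set's markers among those genes. Cluster 9, at 0.292 of the library median, met the thresholds on the scores for microglia and macrophages and was left unnamed by the last rule alone. The 16 named clusters formed 9 classes, and 2 clusters were ERG-like (766 cells). The 6 unnamed clusters held 4.39%, 3.50%, 2.37% and 3.56% (cluster 9), 5.02%, 2.84%, 6.46% and 2.47% (cluster 10), 2.48%, 3.49%, 2.503% and 3.27% (cluster 12), 0.866%, 2.93%, 1.98% and 2.61% (cluster 14), 1.21%, 2.23%, 3.43% and 1.67% (cluster 15), and 0.923%, 1.20%, 1.19% and 1.09% (cluster 18) of the libraries. Integration served the naming of cells only, and all levels came from the counts.

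Before the data were examined, the comparisons, the 20 gene lists, the rule for naming genes and a set of alternative settings were fixed. The 5 comparisons in ERG-like cells were 7 days against sham in each genotype, hbegfaKO against WT at each condition, and the difference between the injury responses. Other classes were compared where both libraries held at least 30 cells. UMIs were summed over the cells of a class and library and divided by the class total. With 1 library per group no test was made. Intervals are exact Poisson for levels, binomial for shares and conditional binomial for ratios. Where no UMI was counted a bound was given against a floor of 3 UMIs.

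Genes were named by rule: in ERG-like cells the 12 highest and 12 lowest by the interval bound nearest 1, among genes with at least 50 UMIs in the 2 libraries and UMIs in at least 10 cells of the higher library, and 6 and 6 in other classes. Up to 2 highest and 2 lowest members of each list were added, and a fixed set of genes on EGF signalling, glia, division, neurogenesis and Notch was always followed. Mitochondrial, ribosomal, haemoglobin and clone-like symbols were passed over. The text names part of the genes that this rule returned, and 2 of the others are not reported here for reasons unrelated to their values. Apart from those of hbegfa and hbegfb, levels were compared between libraries and not between clusters. Some of the genes named are also among the 10 top genes of a cluster, so their ratios may also carry the make-up of a class or RNA of other cells.

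List values are medians over members of the difference in log2 of CPM plus 10, for members with at least 20 UMIs. They were ranked among 10000 random lists matched in 20 expression bins, which describes these libraries and is not a test of the groups, and counting intervals came from 1000 Poisson redraws. Members were counted as higher or lower at a ratio of at least 1.5 among those with 50 UMIs or more, a threshold chosen after the counts were seen. Shares of cells with a UMI were taken after thinning to 1000 UMIs. For lists, the rule of 20 UMIs was applied again to the thinned counts, so thinned medians cover only the members that kept them. Thinning also left few UMIs in the sham libraries, which limits what thinned values say on direction.

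A simulation of 13448 genes with known differences and Poisson noise ran through the same code. Intervals of unchanged genes covered 1 in 96.8%, 95.9%, 96.0% and 96.1% of cases for injury in WT, injury in hbegfaKO, and genotype at 7 days and in sham. Genes set to differ 4-fold were found at a median of 3.84, 3.98, 4.02 and 3.93, and a shifted proliferation list set to 0.42 was found at 0.50, 0.40, 0.45 and 0.43. Variation between animals, cells and libraries was not simulated, so the shares of unchanged genes that pass the size rule cover counting noise alone.

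The settings fixed in advance were clustering at resolutions 0.3 and 1.0, no integration, a stricter filter (500 genes, 10% mitochondrial), no filter for shares, removal of predicted doublets, equal weight per cell, totals without mitochondrial, ribosomal and haemoglobin genes, median-of-ratios scaling, pseudocounts of 1 and 50, members with at least 100 or 1 UMIs, and thinning to 1000 UMIs for lists and genes and to 500 for hbegfa. Alternatives added after the data were seen were the larger ERG-like cluster alone, removal of the highest doublet scores, shares without erythrocyte-like cells, WT 7 dpi cells drawn to hbegfaKO 7 dpi depths, and equal weights without the deepest 10% of cells.

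Fibroblast-like and mural-like cells in both comparisons, T- and NK-like cells across injury and neuron-like cells between genotypes had too few cells to compare. Cell-cell signalling inference and trajectories were not used here. Other tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Matplotlib 3.10.9, SeuratObject 5.2.0 and Matrix 1.6.5.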

Results

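Transcripts of single cells were counted in spinal cord tissue of 6-month-old wild-type (WT) and hbegfaKO zebrafish, collected after sham injury or 7 days after transection, with 1 library for each genotype and condition. The study's stated filter kept 1733 cells of WT sham, 6511 of WT 7 dpi (days post injury), 759 of hbegfaKO sham and 1378 of hbegfaKO 7 dpi, with medians of 4321, 7366, 4565 and 6818 UMIs per cell in that order. Without replicate libraries no test between groups was possible and no spread between animals was measured. The 95% intervals given with counts, shares and ratios cover counting error only. The cell type names are rebuilt from marker genes and are written with the suffix "like".

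The gene targeted in the mutant came first: where was hbegfa, which encodes a membrane-anchored ligand of the EGF receptor, counted in each library? Over all cells hbegfa stood at 101 CPM (UMIs scaled to a common total) in WT sham and 125 CPM in WT 7 dpi, against 6.16 CPM in hbegfaKO sham and 18.3 CPM in hbegfaKO 7 dpi. In ependymo-radial glia (ERG)-like cells, which line the central canal, its level was 179 CPM in WT sham (interval 139 to 227) and 591 CPM in WT 7 dpi (574 to 609), a ratio of 3.30 (2.60 to 4.26) at 7 days over sham. The same class held 7 hbegfa UMIs in hbegfaKO sham and 143 UMIs, in 21 of 120 cells, in hbegfaKO 7 dpi (110 CPM, 93.0 to 130). The WT level was 10.3-fold higher in sham (4.72 to 26.5) and 5.35-fold higher at 7 days (4.53 to 6.37). In WT, among the classes rebuilt here, the level in CPM was highest in neutrophil-like cells, at 1162 CPM in WT sham and 794 CPM in WT 7 dpi, against 49.97 and 59.0 CPM in the hbegfaKO libraries. CPM divides by the depth of a class, and WT 7 dpi held 4343 UMIs in 529 ERG-like and 1324 in 386 neutrophil-like cells. WT sham held 68 in 64 and 558 in 188, so the order at 7 days depended on the scaling. The study ranks ERG clusters first for this gene and neutrophils among the types with low levels, with clusters and scaling of its own. Fibroblast-like cells of WT 7 dpi carried 197 CPM and microglia- and macrophage-like cells 17.6 CPM. After thinning each cell to 1000 UMIs, hbegfa was seen in 11.5% of ERG-like cells of WT sham, 29.7% of WT 7 dpi, 2.00% of hbegfaKO sham and 7.34% of hbegfaKO 7 dpi. Shallower cells left out numbered 3, 0, 3 and 11, and the shares before thinning were 34.4%, 74.7%, 3.77% and 17.5%. In oligodendrocyte-like cells, a class with few hbegfa UMIs (28 in WT 7 dpi), the thinned shares were 0%, 0.476%, 0% and 0%. The median depths of that class were 3503, 6504.5, 3518 and 4870 UMIs against 5101.5, 12631, 6597 and 9840.5 UMIs in ERG-like cells. The mutant allele lacks part of the gene, and whether the 3′ tags counted in the hbegfaKO libraries lie outside the deleted stretch could not be placed without a genome sequence.

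**Figure D1:**
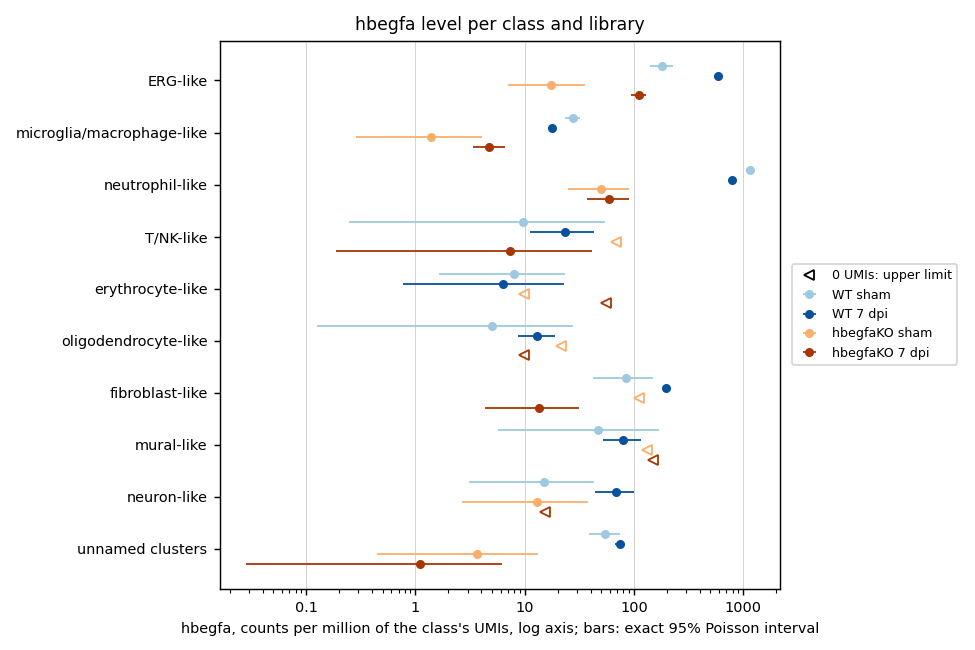
Level of hbegfa in each cell class and library, in CPM of the class (log axis), with 1 library per genotype and condition. Bars are exact 95% Poisson intervals, and an open triangle marks the upper limit where no UMI was counted.

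Other genes of the EGF system differed between genotypes in a way that depended on the cell class. The paralogue hbegfb was mainly a transcript of microglia- and macrophage-like cells, at 645 CPM in WT sham and 680 CPM in WT 7 dpi against 357 and 412 CPM in the hbegfaKO libraries, 1.65-fold lower in hbegfaKO than in WT at 7 days (1.59 to 1.71). In ERG-like cells hbegfb stood at 30.5 CPM in WT 7 dpi and 38.595 CPM in hbegfaKO 7 dpi, a ratio whose interval included 1 (0.912 to 1.73). The receptor gene egfra was 1.62-fold higher in ERG-like cells of hbegfaKO 7 dpi than of WT 7 dpi (1.31 to 1.99), while its level in WT was not detectably different between 7 days and sham (ratio 1.07, 0.682 to 1.77).

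The next question was how injury and genotype went with the make-up of the dissociated cells. Microglia- and macrophage-like cells were the most numerous class in every library, at 54.99% of cells in WT sham, 57.4% in WT 7 dpi, 40.1% in hbegfaKO sham and 57.8% in hbegfaKO 7 dpi. ERG-like cells made up 3.69% of WT sham (2.86 to 4.69), 8.12% of WT 7 dpi (7.47 to 8.81), 6.98% of hbegfaKO sham (5.27 to 9.03) and 8.71% of hbegfaKO 7 dpi (7.27 to 10.3). The 2 genotypes thus had overlapping intervals at 7 days, and the size of the sham difference depended on the cells counted in the total. Neuron-like cells were 2.37% of WT sham and 0.522% of WT 7 dpi (0.362 to 0.729), and 3.69% and 1.89% (1.24 to 2.75) of the hbegfaKO libraries. Fibroblast-like cells were 1.33% of WT sham against 4.07% of WT 7 dpi (3.60 to 4.58), and 0.527% of hbegfaKO sham against 1.74% of hbegfaKO 7 dpi (1.12 to 2.58). Oligodendrocyte-like cells were 2.19%, 3.84%, 4.87% and 4.28% of WT sham, WT 7 dpi, hbegfaKO sham and hbegfaKO 7 dpi, and neutrophil-like cells 10.8%, 5.93%, 8.70% and 5.44%. T- and NK-like cells were 1.67%, 1.41%, 1.84% and 2.54%, and mural-like cells 1.56%, 1.24%, 1.32% and 0.435%. Erythrocyte-like cells, which enter with blood, were 6.46%, 1.27%, 14.1% and 2.54%. Of the 22 clusters 6 were left unnamed, with 14.9%, 16.2%, 17.9% and 14.7% of cells. Without erythrocyte-like cells ERG-like cells made up 3.95%, 8.23%, 8.13% and 8.94%. Among cells that were not microglia-, neutrophil-, T- or erythrocyte-like they made up 14.2% of WT sham (11.103 to 17.757) and 19.8% of hbegfaKO sham (15.179 to 25.06), with overlapping intervals, and 23.9% and 27.5% at 7 days. A smaller cluster of ERG-like cells held 25% of the class in WT sham, 3.78% in WT 7 dpi, 18.9% in hbegfaKO sham and 14.2% in hbegfaKO 7 dpi, so values for the larger cluster alone are given where they differ.

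**Figure D2:**
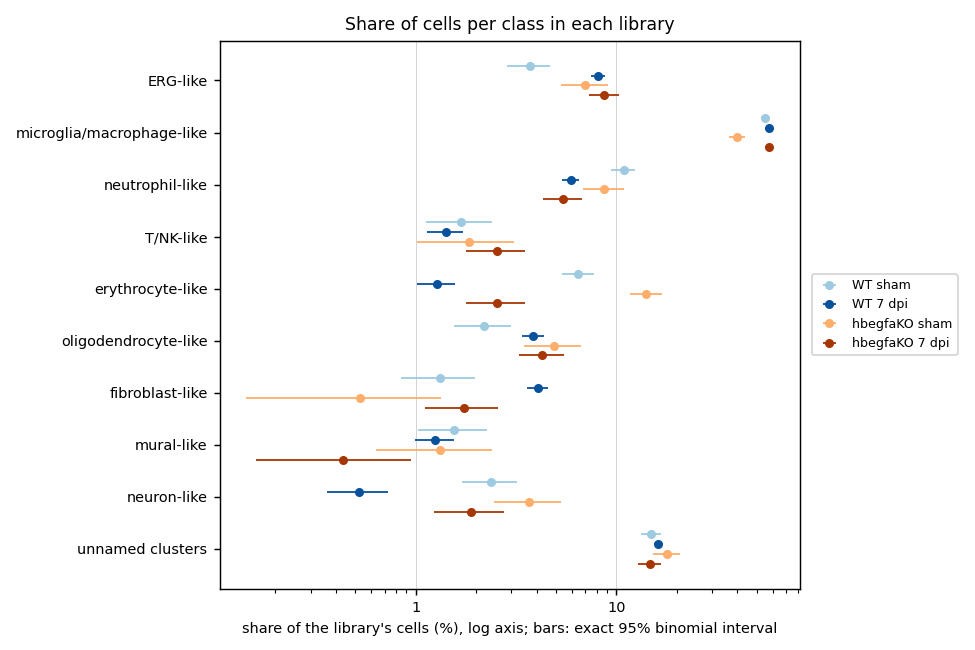
Share of cells in each class and library, in percent of the cells kept (log axis), for WT and hbegfaKO after sham injury and at 7 dpi. Bars are exact 95% binomial intervals for 1 library each.

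The first comparison within ERG-like cells asked which genes stood at other levels 7 days after transection than after sham injury in WT. The gene ranked highest, the membrane-binding annexin gene anxa2a, stood at 4959.7 CPM in WT 7 dpi against 224 CPM in WT sham (22.2-fold, 17.9 to 27.8). The intermediate filament gene krt18a.1 was 33.1-fold higher (17.4 to 72.4), and the matrix metalloprotease gene mmp9 was 59.9-fold higher (16.6 to 495, on 2 UMIs in sham). In thinned cells krt18a.1 was 9.74-fold and mmp9 16.5-fold higher, and equal weights or thinning moved many of the ratios in the text by over 1.5-fold without changing their direction unless stated. With no UMI in sham, and a floor of 3 UMIs over the class and library, the follistatin gene fstb was at least 19.02-fold higher and the tubulin gene tubb6 at least 17.8-fold. The cytokine gene clcf1 was at least 16.8-fold higher, its partner crlf1a at least 12.4-fold and the hyaluronan-binding gene tnfaip6 at least 12.1-fold. The growth factor gene mdka was 5.14-fold higher (4.62 to 5.74), the neural stem cell filament gene nes 3.31-fold (2.08 to 5.60) and the fatty acid binding gene fabp7b at least 4.93-fold. Lower in WT 7 dpi were pkd1l2a, a channel gene of cells that contact the cerebrospinal fluid (95.3-fold, 63.2 to 149), the secretory granule gene scg5 (21.2-fold, 14.3 to 31.7), the retinoic acid hydroxylase gene cyp26a1 (16.8-fold, 12.6 to 22.4) and the GABA transporter gene slc6a1b (13.2-fold, 11.9 to 14.6). The gene pkd1l2a was also a top gene of a neuron-like cluster, so RNA of those cells may have a part in its ratio. Also ranked among the lowest were other genes of the smaller ERG-like cluster: the metallothionein gene mt2 was 29.5-fold lower, with a ratio of 0.201 in the larger cluster alone, and hsd17b3 was 15.0-fold lower, with a ratio of 0.715 there. The gene slc6a1b was among the 10 top genes of that smaller cluster. The cluster held 25% of the class in WT sham and 3.78% in WT 7 dpi, so the make-up of the class may have a part in the slc6a1b ratio.

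Cell cycle genes were higher in ERG-like cells of WT 7 dpi than of WT sham. The proliferation list had a median log2 difference of 0.31 (counting interval 0.18 to 0.43), above 99.9% of 10000 random lists matched on expression. Of its 57 members counted, 23 were at least 1.5-fold higher, 3 at least 1.5-fold lower and 31 between. In data simulated at these depths with counting noise alone, 24.5% of unchanged genes passed this size rule. The thymidylate synthase gene tyms was 3.88-fold higher (1.87 to 9.69), the replication clamp gene pcna 2.12-fold (1.68 to 2.70) and mki67 1.39-fold (1.09 to 1.80), while the kinetochore gene cenpf was 1.94-fold lower (1.56 to 2.39), except for a ratio of 1.013 with equally weighted cells and the deepest 10% left out. The cyclin gene ccnd1 was not detectably different (ratio 0.962, 0.794 to 1.18). In the larger cluster alone the proliferation median was 0.07.

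Genes of neurons, axons and Notch signalling went the other way. The neurogenesis list had a median of -0.49 (-0.59 to -0.31), below all 10000 matched lists, with 30 of 51 members lower and 10 higher. The axon and synapse list had a median of -0.64 (-0.78 to -0.49), with 30 of 49 lower. Within the neurogenesis list the neural tube patterning gene dbx1a was 11.5-fold lower (6.46 to 20.02), gadd45gb.1 8.10-fold (5.68 to 11.4), sox11b 2.14-fold (1.75 to 2.60) and the proneural gene ascl1a 1.73-fold (1.15 to 2.52). In contrast, the neuropeptide gene adcyap1b was at least 4.31-fold higher and the tubulin gene tubb5 4.58-fold higher (3.04 to 7.24). The interval of neurod4 reached 1 (ratio 0.504, 0.278 to 1.00). Among axon and synapse genes the cadherin gene cdh2 was 2.43-fold higher (2.07 to 2.88). The Notch list had a median of -0.48 (-0.66 to -0.28), with 21 of 39 members lower. The ligand gene dlc was 4.81-fold lower (3.48 to 6.55), dld 3.80-fold (2.91 to 4.89) and dla 2.35-fold (2.05 to 2.69). The target gene her4.2 was 3.82-fold lower (3.62 to 4.03) and her15.2 was 5.77-fold higher (4.05 to 8.50). Unlike these ligand genes, dlb had an interval that included 1 (ratio 0.765, 0.506 to 1.21), with a ratio of 3.57 in thinned cells, and her4.1 was 1.23-fold lower (1.07 to 1.41), with a ratio of 1.14 in thinned cells. Neuron markers summed to 2509 CPM in ERG-like cells of WT sham and 1388 CPM of WT 7 dpi.

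Lists of matrix, cilia and stress genes were higher at 7 days in WT, and lists of glial identity were lower. The matrix and fibrosis list had a median of 0.36 (0.20 to 0.54), with 27 of 51 members higher and 7 lower. Within it the proteoglycan gene vcanb was 2.75-fold lower (2.16 to 3.45) and the connective tissue growth factor gene ccn2a, or ctgfa, was only 1.34-fold higher (1.00 to 1.84). The cilia list had a median of 0.27 (0.22 to 0.41), with 34 of 85 higher and 8 lower. The dynein assembly gene daw1 was 3.16-fold higher (2.15 to 4.85), the master regulator foxj1a 1.69-fold higher (1.38 to 2.09) and rfx4 2.86-fold lower (2.43 to 3.36). The heat shock and unfolded protein list had a median of 0.27 (0.17 to 0.57), with manf 8.94-fold higher (3.48 to 32.9) and calr3b 5.71-fold (3.09 to 11.9). Nuclear genes of oxidative phosphorylation had a median of 0.34 (0.25 to 0.42), with cycsb 3.20-fold higher (2.19 to 4.88). The ERG identity list had a median of -0.56 (-0.67 to -0.41), with 19 of 40 lower and 9 higher. In it sox2 was 1.74-fold lower (1.51 to 1.99) while gfap was 1.18-fold higher (1.13 to 1.24). Bridging and growth factor genes had a median of -0.48 (-0.62 to -0.20), with igf1 36.8-fold lower (16.3 to 88.5). Glycolysis and hypoxia genes had a median of -0.35 (-0.47 to -0.15), with aldocb 2.54-fold lower (2.33 to 2.76), and the Wnt list a median of -0.22 (-0.29 to -0.02) inside the central 95% of matched lists, with ctnnb2 5.70-fold higher (3.25 to 11.07) and tcf7l2 2.76-fold lower (1.92 to 3.88).

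Inflammation, interferon and phagocytosis lists were higher in ERG-like cells of WT 7 dpi, with medians of 0.60 (0.52 to 0.79), 0.42 (0.26 to 0.59) and 0.51 (0.28 to 0.61). Members higher were 17 of 25, 17 of 29 and 29 of 53, and members lower were 0, 4 and 5. The TNF-induced gene tnfaip2b was at least 10.4-fold higher, the interferon-induced gene ifi45 4.14-fold (2.45 to 7.59, and 15.13-fold in the larger cluster alone), the apolipoprotein gene apoeb 7.51-fold (6.29 to 9.03) and the galectin gene lgals2a 15.8-fold (11.12 to 23.3, and 25.8-fold in the larger cluster alone). Markers of microglia and macrophages in the same cells summed to 3336 CPM in WT sham and 8218 CPM in WT 7 dpi. Myelin genes had a median of -0.15 (-0.46 to 0.06), with mbpa 6.04-fold lower (5.74 to 6.36) beside oligodendrocyte markers at 7923 CPM in WT sham and 2331 CPM in WT 7 dpi. Lists around EGF receptor signalling had no direction that held: the EGF family list stood at -0.36 (-0.51 to -0.01) but at 0.12 in thinned cells, the ERK target list at -0.09 (-0.26 to 0.01) but at 0.04 in thinned cells, and the immediate-early list at -0.17 (-0.26 to -0.01) but at 0.10 in thinned cells. Within them the AP-1 gene fosl2 was 3.70-fold higher (2.60 to 5.45, and 5.80-fold in the larger cluster alone). The feedback inhibitor gene spry2 was 3.07-fold lower (2.31 to 4.01, with a ratio of 0.652 in the larger cluster alone) and the receptor antagonist gene lrig1 2.61-fold lower (2.08 to 3.25). The cholesterol list stood near 0 at -0.04 (-0.26 to 0.17), on both sides of 0 across settings. In thinned cells the median of all genes stood at 0.22 in this comparison (-0.05 without thinning). Between genotypes at 7 days it stood at -0.10 (0.01 without thinning).

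**Figure D3:**
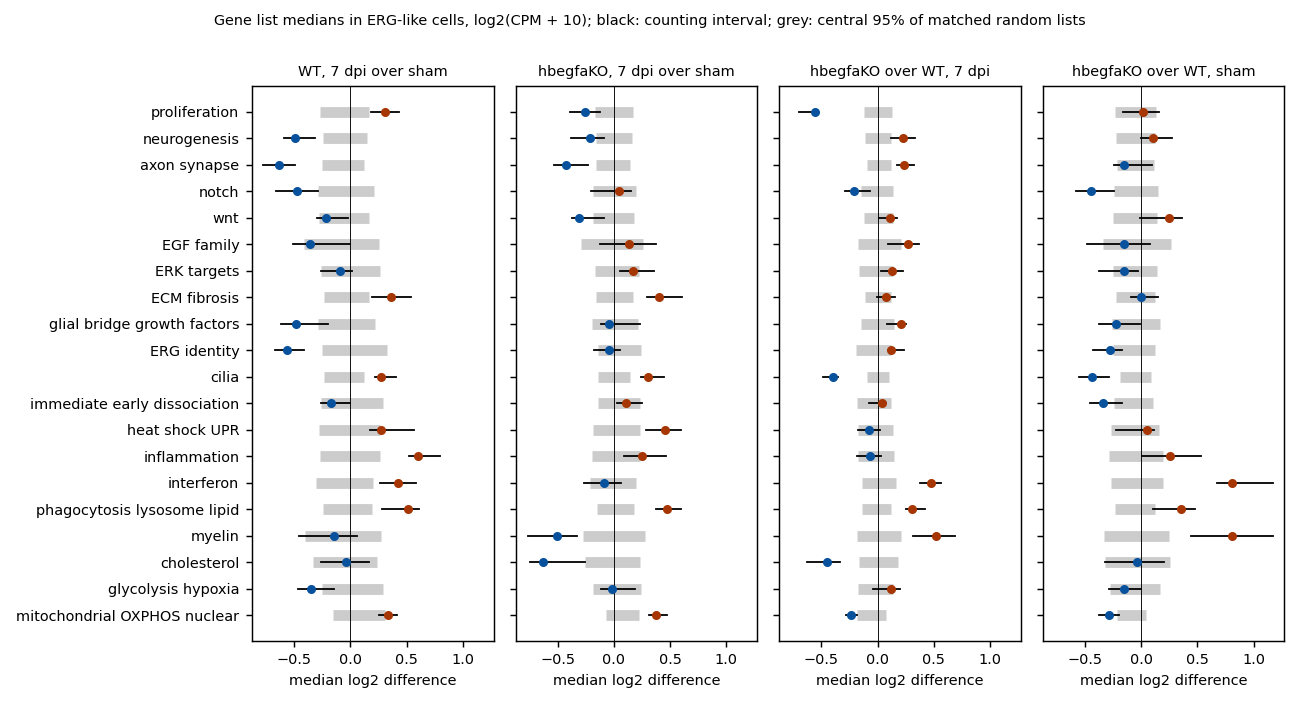
Median log2 difference in CPM of each gene list in ERG-like cells, for WT 7 dpi over WT sham, hbegfaKO 7 dpi over hbegfaKO sham, and hbegfaKO over WT at 7 dpi and in sham. Black bars are 95% counting intervals and grey bars the central 95% of matched random lists, and the lists that changed sign with the weighting or thinning of cells, such as proliferation in hbegfaKO, are named in the text.

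The second comparison asked how hbegfaKO ERG-like cells differed between 7 days and sham. Several of the genes ranked first in WT were also higher here: anxa2a was 8.195-fold higher (6.99 to 9.66), krt18a.1 7.06-fold (4.69 to 11.11), mmp9 4.01-fold (2.96 to 5.53), clcf1 6.50-fold (2.91 to 18.1) and apoeb 4.66-fold (4.27 to 5.10). The redox gene txn was 5.87-fold higher (5.18 to 6.67), wnt4b 5.58-fold (4.57 to 6.88), the collagen triple helix gene cthrc1a at least 8.57-fold, and ccn2a 16.2-fold (5.44 to 79.4, on 3 UMIs in sham). The neuropeptide genes pnocb and scg2b were 50.8-fold (8.99 to 2018) and 46.4-fold higher (8.21 to 1847), each on 1 UMI in sham. As pnocb was a top gene of a neuron-like cluster, RNA of neuron-like cells may have a part in its ratio. Lower at 7 days were gadd45gb.1 (8.07-fold, 5.69 to 11.63), the myostatin gene mstnb (6.79-fold, 4.298 to 10.97), the sterol sensor gene insig1 (4.49-fold, 3.22 to 6.29), the hedgehog-binding gene hhip (4.04-fold, 3.14 to 5.21) and ascl1a (6.00-fold, 4.07 to 8.95, with a ratio of 0.952 with equally weighted cells and the deepest 10% left out). The receptor gene fgfr2 was 3.47-fold lower over the class and 1.15-fold higher in the larger cluster alone.

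The direction of proliferation genes in hbegfaKO rested on how cells were weighted. Summed over cells, which gave 0.31 in WT, the list median was -0.26 (-0.39 to -0.13; 3 of 33 members higher, 5 lower, where 9.16% of simulated unchanged genes pass the size rule). The division gene mki67 was 2.88-fold lower (2.22 to 3.73), nusap1 5.09-fold lower (3.04 to 8.67) and cenpf 4.09-fold lower (2.91 to 5.76, with a ratio of 0.144 in the larger cluster alone), while tyms was 2.11-fold (1.11 to 4.41) and pcna 1.27-fold higher (1.006 to 1.62). With every cell weighted equally the median was 0.04 (0.44 in WT), and in cells thinned to 1000 UMIs it was 0.43 (0.56 in WT), the same direction as in WT. The neurogenesis list stood at -0.21 (-0.38 to -0.08) and at 0.01 in thinned cells. Among its members tubb5 was 2.80-fold higher (1.99 to 4.04, and 1.26-fold without integration) and adcyap1b was not detectably different (ratio 0.877, 0.443 to 1.86), and sox11b was 1.98-fold lower (1.56 to 2.51) but had a ratio of 1.27 in thinned cells. Axon and synapse genes were lower (-0.43, -0.53 to -0.23), although gap43, a growth cone gene, was 9.60-fold higher (2.55 to 81.0, on 2 UMIs in sham). The Notch list stood at 0.04 (-0.20 to 0.15) and at -0.10 in thinned cells, with her4.1 2.08-fold higher (1.53 to 2.89) and dlc 4.198-fold (2.25 to 7.93, with a ratio of 0.917 in thinned cells) and notch1a 2.95-fold lower (2.12 to 4.09).

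Matrix (0.40, 0.29 to 0.60), cilia (0.31, 0.24 to 0.45), heat shock and unfolded protein (0.45, 0.28 to 0.59), inflammation (0.25, 0.09 to 0.46), phagocytosis (0.47, 0.37 to 0.60) and oxidative phosphorylation lists (0.37, 0.31 to 0.47) were higher at 7 days in hbegfaKO, as they were in WT. Examples were timp2b, a protease inhibitor gene (7.74-fold higher, 3.68 to 19.5), the stress gene atf3 (2.32-fold, 1.62 to 3.43), hspa5 (2.39-fold, 1.66 to 3.55) and uqcrh (2.55-fold, 1.84 to 3.64). Microglia and macrophage markers in the class summed to 7177 CPM in hbegfaKO sham and 14241 CPM in hbegfaKO 7 dpi. Myelin genes were lower (-0.50, -0.76 to -0.33), with mbpa 4.34-fold lower (4.16 to 4.52), beside oligodendrocyte markers at 18611 and 6152 CPM. Cholesterol genes were lower too (-0.63, -0.75 to -0.26), with cyp51 4.31-fold lower (1.91 to 9.97). Wnt genes stood at -0.31 (-0.37 to -0.09) but at 0.08 in thinned cells, and EGF family genes at 0.14 (-0.12 to 0.37) but at -0.06 in the larger cluster. ERK targets stood at 0.17 (0.06 to 0.35), immediate-early genes at 0.11 (0.03 to 0.25), and interferon genes at -0.09 (-0.26 to 0.06) but at 0.13 in thinned cells. Bridging factor genes (-0.04, -0.11 to 0.23), ERG identity genes (-0.04, -0.18 to 0.05) and glycolysis genes (-0.01, -0.11 to 0.19) had intervals that included 0, and all 3 stood above 0 in some settings. The filament gene vim was 2.19-fold higher (1.99 to 2.41), and sox2 (ratio 0.998) and foxj1a (1.03) had intervals that included 1.

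The central comparison set hbegfaKO against WT ERG-like cells at 7 days: what went with loss of Hb-egfa in injured cords? Cell cycle genes were lower in hbegfaKO. The proliferation median was -0.56 (-0.69 to -0.53), below all 10000 matched lists. Of 57 members 39 were at least 1.5-fold lower, 1 higher and 17 between, where 8.67% of simulated unchanged genes pass that rule. The spindle gene nusap1 was 4.41-fold lower (2.99 to 6.81), mki67 2.54-fold (2.12 to 3.06), the histone gene hist1h2a6 7.45-fold (2.86 to 27.7) and pcna 1.45-fold lower (1.30 to 1.62). Exceptions were mcm7, 3.63-fold higher (2.59 to 5.04), and ccnd1, whose interval included 1 (ratio 1.09, 0.978 to 1.22). The list stayed below 0 in every alternative processing, from -0.32 to -0.79. The RNA of these cells also differed in make-up between genotypes: mitochondrial genes took 1.29% of UMIs in WT and 3.78% in hbegfaKO at 7 days (1.89% and 4.92% in sham), and ribosomal protein genes 18.8% and 13.4%. The pluripotency-associated gene lin28a was 6.79-fold lower (3.07 to 18.7), with a ratio of 0.0271 in the larger cluster alone.

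Neuronal genes were not lower as a group in hbegfaKO at 7 days. The study, with gene sets of its own, describes limited induction of neuron development genes in mutant ERGs. Summed over cells the neurogenesis list had a median of 0.23 (0.12 to 0.33; 20 of 52 members higher, 6 lower), and -0.08 in thinned cells. The axon and synapse list had a median of 0.24 (0.17 to 0.33; 13 of 49 higher, 4 lower) that stayed above 0 in every setting tried. Both lists were also higher in microglia- and macrophage-like cells of hbegfaKO 7 dpi than of WT 7 dpi, with medians of 0.18 (0.16 to 0.23; 13 of 21 higher) and 0.26 (0.21 to 0.34; 26 of 30 higher), so the difference was not particular to ERG-like cells. The transcription factor gene scrt1a was 8.19-fold higher (4.89 to 13.9, and 1.23-fold with equally weighted cells and the deepest 10% left out) and the glutamate receptor gene gria1a 11.97-fold (5.16 to 30.05, and 2.53-fold without integration). Also higher were the adhesion gene astn1 (11.2-fold, 7.13 to 17.8) and nrxn1a (11.3-fold, 6.89 to 19.1, and 5.24-fold in the larger cluster alone). Lower were foxn4, a progenitor gene of the ventral cord (2.94-fold, 1.56 to 6.25), and the tubulin gene tubb2b (1.68-fold, 1.496 to 1.88). Of the genes followed by name, sox11b (ratio 1.04, 0.887 to 1.21), neurod4 (0.873, 0.4997 to 1.44) and adcyap1b (0.771, 0.522 to 1.11) were not detectably different at this depth. The gene ascl1a was 1.41-fold lower when cells were summed (1.02 to 1.99), with a ratio of 1.02 in thinned cells. The gene ranked highest was npb, which encodes a neuropeptide (15.5-fold, 11.8 to 20.6). The peptide precursor gene pnocb was 8.23-fold higher (6.44 to 10.6, and 5.14-fold in the larger cluster alone), nppc 5.79-fold (4.90 to 6.84) and tac1 8.32-fold (5.11 to 13.7). Both npb and tac1 were also among the highest in microglia- and macrophage-like cells of hbegfaKO. The peptide gene urp1 was 8.06-fold higher (5.67 to 11.5), with a ratio of 0.703 without integration of the libraries. Since pnocb, nppc and urp1 were top genes of neuron-like clusters, RNA of those cells may have a part in their ratios. Neuron-like cells were 0.522% of WT 7 dpi and 1.89% of hbegfaKO 7 dpi. Neuron markers in ERG-like cells, however, summed to 1388 CPM in WT 7 dpi and 1416 CPM in hbegfaKO 7 dpi.

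The medians of the Notch, cilia and sterol lists were lower in hbegfaKO than in WT at 7 days. The Notch list had a median of -0.21 (-0.29 to -0.06; 12 of 39 members lower, 4 higher). Its target gene her15.1 was 2.68-fold (2.42 to 2.98), her4.1 1.96-fold (1.75 to 2.21), dlc 1.84-fold (1.16 to 3.08) and dla 1.36-fold lower (1.19 to 1.56) and the ligand gene jag1b 1.79-fold higher (1.47 to 2.17). The cilia list had a median of -0.39 (-0.48 to -0.36; 43 of 85 lower, 1 higher), with tppp3 2.95-fold (2.41 to 3.64) and dnah1 4.23-fold lower (1.76 to 13.3), and foxj1a 1.15-fold lower (1.04 to 1.26). Cholesterol genes had a median of -0.45 (-0.63 to -0.33; 12 of 20 lower, 0 higher), with cyp51 3.95-fold lower (2.23 to 7.75). Nuclear oxidative phosphorylation genes had a median of -0.24 (-0.28 to -0.19), with 5 of 67 members lower, 3 higher and 59 between. Other genes ranked lowest were the lipase gene abhd6a (13.9-fold, 5.90 to 43.0), the natriuretic peptide gene nppb (24.9-fold, 4.39 to 989, on 1 UMI in hbegfaKO), the secreted protein gene r3hdml (3.12-fold, 2.89 to 3.37) and the protease gene mmp30, at least 3.82-fold lower. The secreted inhibitor genes spink2.2 and cst14b.2 were 7.68-fold and 6.98-fold lower over the class but 5.88-fold and 5.31-fold higher in the larger cluster alone.

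EGF family, bridging factor and ERG identity lists were higher in hbegfaKO at 7 days, with medians of 0.27 (0.09 to 0.37), 0.21 (0.08 to 0.26) and 0.12 (0.09 to 0.23). Members higher were 5 of 16, 6 of 31 and 12 of 40, members lower 2, 2 and 3, and most lay between. The ERG identity list was also higher in microglia- and macrophage-like (0.29, 0.26 to 0.38; 23 of 35 members higher), neutrophil-like (0.40, 0.20 to 0.73) and T- and NK-like cells (1.59, 1.096 to 1.85) of hbegfaKO 7 dpi, while summed ERG markers in ERG-like cells were lower (30097 CPM against 35786 CPM in WT). Bridging factor genes stood at 0.15 in microglia- and macrophage-like cells, so neither list value was particular to ERG-like cells. Besides egfra, the ubiquitin ligase gene cblb was 1.72-fold higher (1.32 to 2.205), sox2 was 1.19-fold higher (1.08 to 1.31), s100b was 1.85-fold lower (1.81 to 1.90) and ccn2a was 1.37-fold lower (1.16 to 1.63). The gfap ratio of 1.09 (1.07 to 1.12) was 0.872 in thinned cells, so it had no direction that held. ERK targets stood at 0.13 (0.03 to 0.23) but at -0.18 in thinned cells, Wnt genes at 0.12 (0.01 to 0.17) but at -0.10, and matrix genes at 0.08 (-0.00 to 0.15) but at -0.18. Immediate-early genes stood at 0.04 (-0.07 to 0.08), on both sides of 0 across settings. Within them junbb was 2.18-fold higher (2.04 to 2.33) and fosab 1.38-fold lower (1.32 to 1.44). The collagen gene col1a2 was 3.72-fold (2.76 to 4.99) and the periostin gene postna 6.74-fold higher (4.51 to 10.1), s100a10b was 2.30-fold (2.16 to 2.44) and anxa1a 1.77-fold lower (1.58 to 1.98). Inflammation (-0.07, -0.19 to 0.03, and 0.04 without the highest doublet scores) and heat shock lists (-0.07, -0.17 to 0.02) had intervals that included 0, as did glycolysis genes (0.12, -0.04 to 0.20). Interferon (0.48, 0.38 to 0.57; 16 of 30 higher), phagocytosis (0.31, 0.25 to 0.42; 22 of 53 higher) and myelin lists (0.52, 0.32 to 0.69; 10 of 14 higher, 0 lower) were higher. The interferon gene ifi45, which was also higher in neutrophil- and oligodendrocyte-like cells of hbegfaKO, was 5.31-fold (4.87 to 5.78), grn1 3.33-fold (2.72 to 4.07, and 5.92-fold without the highest doublet scores) and mbpb 4.58-fold higher (4.2985 to 4.88). In the same cells microglia and macrophage markers summed to 8218 CPM in WT and 14241 CPM in hbegfaKO, and oligodendrocyte markers to 2331 and 6152 CPM.

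**Figure D4:**
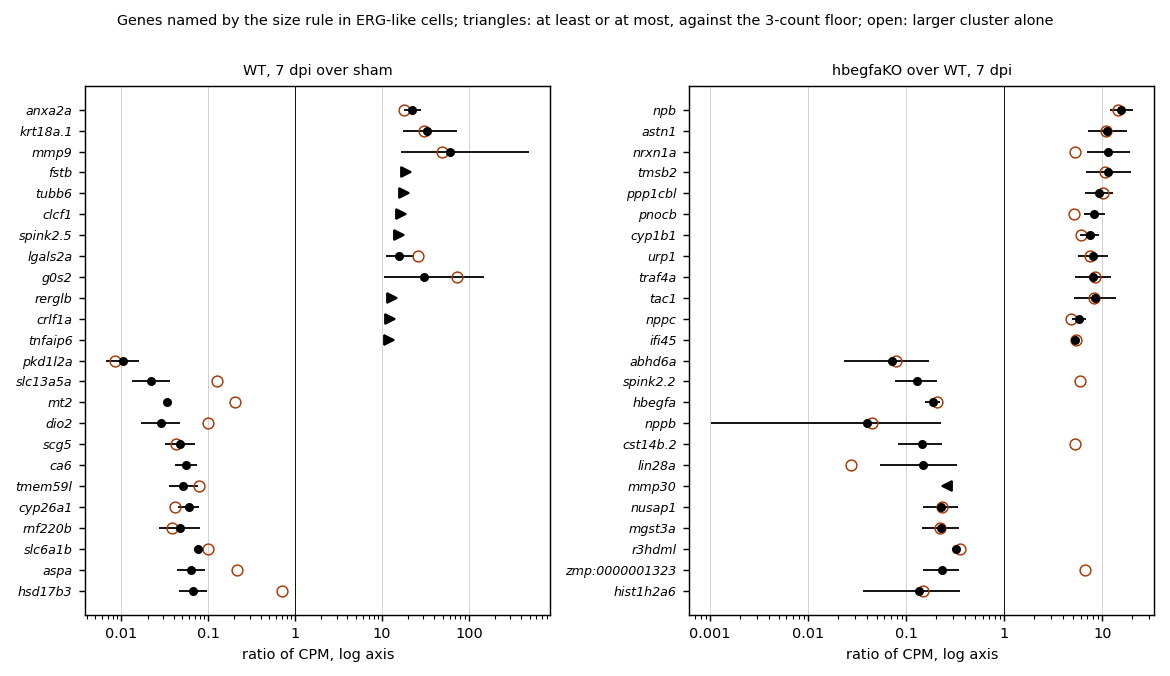
CPM ratios on a log axis of the genes ranked highest and lowest in ERG-like cells, for WT 7 dpi over WT sham and for hbegfaKO 7 dpi over WT 7 dpi. Bars are exact 95% counting intervals, triangles are bounds against a floor of 3 UMIs, and open symbols give the larger ERG-like cluster alone, in which spink2.2, cst14b.2 and a gene with a clone name were higher instead of lower.

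Sham libraries asked what differed between genotypes without injury, on 53 hbegfaKO and 64 WT ERG-like cells. Several Notch target genes were lower in hbegfaKO sham: her4.2 was 7.37-fold (6.40 to 8.52), her12 6.34-fold (4.54 to 9.05) and her4.1 5.01-fold lower (3.65 to 7.02). The Notch list had a median of -0.45 (-0.58 to -0.24; 12 of 21 members lower, 1 higher, where 6.42% of simulated unchanged genes pass the size rule). The channel gene pkd1l2a was 36.4-fold lower (13.9 to 136), ccn2a 16.5-fold (5.33 to 83.1, on 3 UMIs in hbegfaKO), the oligodendrocyte lineage gene olig2 5.68-fold (2.64 to 13.98) and the cilia gene tppp3 5.24-fold lower (3.36 to 8.49). Cilia (-0.43, -0.55 to -0.29) and oxidative phosphorylation lists (-0.29, -0.37 to -0.19) were lower as they were at 7 days. The medians of the ERG identity (-0.28, -0.42 to -0.17; 9 of 31 members lower, 3 higher) and immediate-early lists (-0.34, -0.46 to -0.17; 11 of 30 lower, 3 higher) were lower. ERK target (-0.15, -0.37 to -0.02) and bridging factor genes (-0.22, -0.38 to -0.01) lay inside the central 95% of matched random lists. Higher in hbegfaKO sham were ifi45 (15.5-fold, 9.04 to 28.8, and 57.7-fold in the larger cluster alone) and isg15 (8.21-fold, 4.503 to 16.4, and 74.1-fold). Also higher were mdka (1.90-fold, 1.67 to 2.17, with a ratio of 1.00 in thinned cells), gfap (1.52-fold, 1.44 to 1.62) and mki67 (1.58-fold, 1.16 to 2.16). The proneural gene ascl1a was 2.46-fold higher (1.60 to 3.89) but had a ratio of 0.659 with equally weighted cells and the deepest 10% left out. Interferon (0.81, 0.67 to 1.18), phagocytosis (0.36, 0.11 to 0.48), inflammation (0.26, 0.01 to 0.53) and myelin lists (0.81, 0.44 to 1.17) were higher, with plp1b 16.2-fold (7.64 to 41.2) and apoeb 4.03-fold higher (3.31 to 4.94). Oligodendrocyte markers summed to 7923 CPM in WT sham and 18611 CPM in hbegfaKO sham, microglia and macrophage markers to 3336 and 7177 CPM, and neuron markers to 2509 and 1381 CPM. Since pkd1l2a was also a top gene of a neuron-like cluster, its difference may lie partly in RNA of those cells. Proliferation stood at 0.02 (-0.16 to 0.16) but at -0.58 in thinned cells, neurogenesis at 0.11 (0.00 to 0.27) but at -0.12, and Wnt genes at 0.24 (-0.01 to 0.36) but at -0.24. The axon and synapse (-0.15, -0.24 to 0.10), EGF family (-0.15, -0.48 to 0.08), matrix (0.00, -0.09 to 0.15), heat shock (0.05, -0.22 to 0.11), cholesterol (-0.04, -0.32 to 0.20) and glycolysis lists (-0.15, -0.29 to 0.00) had intervals that reached 0, and the last 3 changed sign in some settings.

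The last comparison set the injury response of hbegfaKO against that of WT, as the difference of the differences from sham. For proliferation it was -0.49 (-0.75 to -0.46), with WT at 0.31 and hbegfaKO at -0.26, below all 10000 matched lists, but 0.06 in thinned cells. Interferon (-0.51, -0.79 to -0.32), inflammation (-0.29, -0.60 to -0.17) and cholesterol genes (-0.46, -0.81 to -0.22) also stood lower in the hbegfaKO response than in that of WT. The interferon list was nevertheless higher in hbegfaKO than in WT in both conditions, at 0.81 in sham and 0.48 at 7 days. Its lower response thus went with a higher level in the hbegfaKO sham library. Microglia and macrophage markers in these cells stood at 3336 CPM in WT sham and 8218 CPM in WT 7 dpi, against 7177 and 14241 CPM in hbegfaKO, so RNA of those cells may have a part in the immune lists. The response was higher in hbegfaKO for ERG identity (0.36, 0.17 to 0.55), bridging factor (0.33, 0.19 to 0.65), EGF family (0.45, 0.07 to 0.72) and axon and synapse genes (0.25, 0.14 to 0.51). In the same cells neuron markers stood at 2509 CPM in WT sham and 1388 CPM in WT 7 dpi, against 1381 and 1416 CPM in hbegfaKO, so RNA of neurons may have a part in the last of these. For ERK targets (0.31, 0.14 to 0.46) and immediate-early genes (0.25, 0.09 to 0.36) it lay on the other side of 0 in thinned cells, at -0.18 and -0.04. Neurogenesis (0.11, -0.09 to 0.24), matrix (0.05, -0.12 to 0.20), cilia (0.04, -0.13 to 0.15), phagocytosis (0.07, -0.13 to 0.22), myelin (0.01, -0.28 to 0.34), heat shock (-0.03, -0.24 to 0.18), oxidative phosphorylation (0.09, -0.03 to 0.17) and Wnt genes (-0.14, -0.28 to 0.09) had intervals that included 0 and changed sign in some settings. Notch genes stood at 0.14 (0.01 to 0.44) and glycolysis genes at 0.25 (0.04 to 0.44) but at -0.04 in the larger cluster alone. According to the study, sham and injured samples of the same genotype were handled side by side, so genotype and preparation may go together. These differences also rest on 1 library each.

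**Figure D5:**
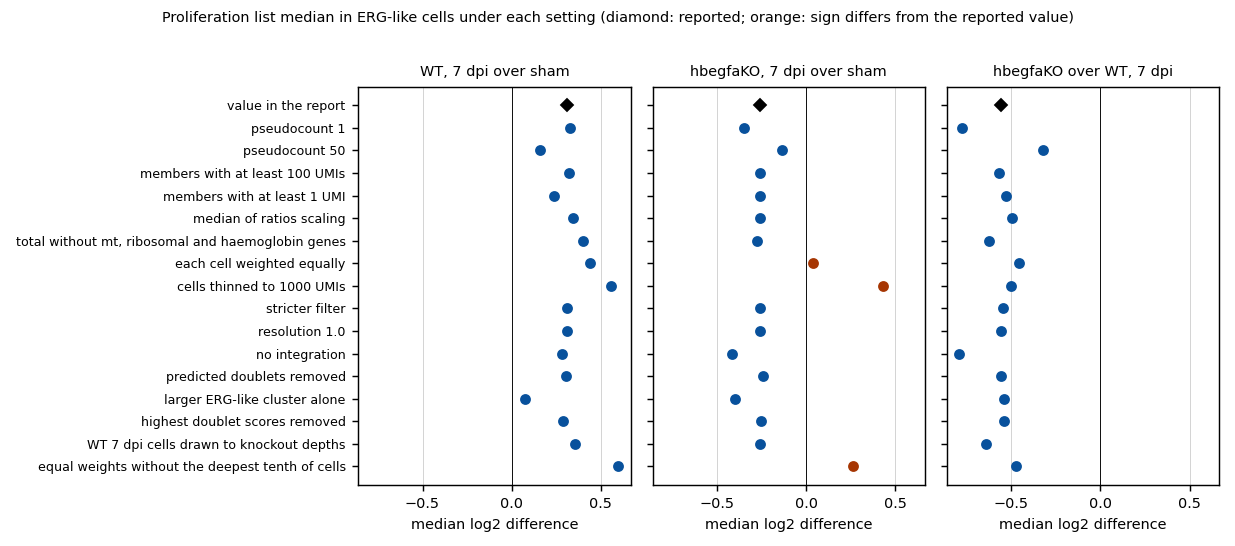
Median log2 difference of the proliferation list in ERG-like cells under each processing setting, for WT 7 dpi over sham, hbegfaKO 7 dpi over sham, and hbegfaKO over WT at 7 dpi. Orange marks settings in which the sign differs from the value reported, which is the case only for hbegfaKO 7 dpi over sham.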

Values the study reported

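The study states that its single-cell data covered 10,652 cells in 22 clusters, and that an analysis of signalling between cells found 81 active pathways. The stated filter kept cells with 200 to 6000 features and a mitochondrial share below 20%, and integration used 3000 features, 30 dimensions and resolution 0.5. In tissue sections of hb-egfa mutants at 1 week post injury it describes about 35% fewer cycling ERGs than in wild type, counted by EdU and PCNA in Sox2-positive cells, and about 52% fewer in animals mutant for both paralogues. At the bridging site it gives reductions of about 57% in double mutants and about 65% in hb-egfa mutants for newborn neurons, counted as HuC/D-positive cells with EdU. In the single-cell data it describes limited induction of neuron development genes and reduced Notch and Wnt genes in mutant ERGs. By qPCR of whole cord it describes smaller rises of neuroD4, sox11b and adcyap in mutants after injury. Here, with other gene lists and cells summed, neurogenesis was lower after injury in WT. After injury the Notch list was lower in hbegfaKO than in WT, while the neurogenesis and Wnt lists were not. The Notch list was also lower in hbegfaKO sham than in WT sham, so its difference was present without injury. With cells summed, the change of the Notch list from sham to injury was not lower in hbegfaKO than in WT.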

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

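All 4 tests of this pattern were chosen only after the result was seen, as were 2 of the alternatives they rest on. In ERG-like cells the proliferation list was higher at 7 days than in sham in WT (0.31) and lower in hbegfaKO (-0.26), a difference of -0.49 between the injury responses that was not tested, because each group has 1 library. That difference was 0.060 in thinned cells, and the WT value was 0.073 in the larger cluster alone. At 7 days the list stood at -0.56 in hbegfaKO against WT, and the tests addressed that part.

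The tables argue against a different split of the class between its clusters as the explanation of the lower level at 7 days. Such a split would bring the median toward 0 in the larger cluster alone, and it was -0.54 there. That value does not address the make-up within the larger cluster, such as its share of cycling cells. With WT cells drawn to hbegfaKO depths the median was -0.64. Random thinning keeps the expected CPM apart from the weights of cells, so this value cannot decide on depth. RNA of other cells, taking a larger share of the UMIs, would lower ERG identity genes as much, and their median was 0.12, but the summed ERG markers were lower in hbegfaKO (30097 against 35786 CPM), so a part played by it stays open. Also open is a difference between the genotypes' libraries that is there without injury: the list stood at 0.016 in sham when cells were summed and at -0.58 when they were thinned, on 64 WT and 53 hbegfaKO cells. A hypothesis to test with replicate libraries is that fewer ERG-like cells cycle at 7 days without Hb-egfa. The study describes such a reduction for Sox2-positive cells in tissue sections. The injury response of hbegfaKO itself had no direction that held across settings.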

How the results depend on the processing

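The settings called added here were chosen only after the result was seen: the larger ERG-like cluster alone, removal of the highest doublet scores, WT cells drawn to hbegfaKO depths, equal weights without the deepest 10% of cells, and shares without erythrocyte-like cells. No paired analysis was possible because each group is a single library from separate animals. A value is counted as reversed here where its sign changed and its counting interval excluded no difference, for lists also with the value outside the central 95% of matched random lists. Sign changes of other values are counted as moved or the same, and for lists they number 109 over all settings, 20 of them in thinned cells. Of 2127 list values 1825 stayed the same, 289 moved and 13 reversed, and of 2062 gene ratios 1776, 265 and 21. Shares and hbegfa levels have no sign, so they could only stay the same or move. Of 288 shares 255 stayed the same and 33 moved, and of 32 hbegfa levels 27 and 5. The cause of these changes was not tested except where the construction of a setting shows it. Shares of ERG-like cells: WT sham had 4.81% under the stricter filter, and WT 7 dpi had 9.09% under it, 9.35% at resolution 0.3 and 9.97% without integration. The hbegfa level in WT 7 dpi was 740 CPM over a total without mitochondrial, ribosomal and haemoglobin genes, a smaller total by construction (133 CPM in hbegfaKO 7 dpi), and was 536 CPM with equal weights, 572 CPM without integration and 543 CPM without the highest doublet scores. Proliferation in WT (0.31) was 0.16 with a pseudocount of 50, 0.44 with equal weights, 0.56 in thinned cells, 0.073 in the larger cluster and 0.60 with equal weights without the deepest 10%. Proliferation in hbegfaKO (-0.26) reversed to 0.036 with equal weights, 0.43 in thinned cells and 0.26 with equal weights without the deepest 10%, and was -0.42 without integration and -0.40 in the larger cluster. Proliferation of hbegfaKO against WT at 7 days (-0.56) was -0.78 and -0.32 with pseudocounts of 1 and 50, -0.53 over members with at least 1 UMI, -0.50 with median-of-ratios scaling, -0.46 with equal weights, -0.50 in thinned cells, -0.79 without integration and -0.47 with equal weights without the deepest 10%. In sham (0.016) it was -0.58 in thinned cells, which leave few UMIs there. The difference between injury responses for proliferation (-0.49) was -0.30 with a pseudocount of 50 and -0.45 in the larger cluster, and reversed to 0.060 in thinned cells. Neurogenesis in WT (-0.49) was -0.60 and -0.24 with pseudocounts of 1 and 50, -0.20 with equal weights, -0.20 in thinned cells and -0.11 with equal weights without the deepest 10%, and in hbegfaKO (-0.21) it reversed to 0.013 in thinned cells. Neurogenesis of hbegfaKO against WT at 7 days (0.23) was 0.37 and 0.066 with pseudocounts of 1 and 50, 0.073 over members with at least 100 UMIs and 0.42 without integration, and reversed to -0.081 in thinned cells, and in sham (0.11) it was 0.30 without integration and -0.12 in thinned cells. The Wnt list in hbegfaKO reversed to 0.084 in thinned cells. The difference between injury responses reversed for ERK targets to -0.016 with equal weights, -0.18 in thinned cells and -0.14 with equal weights without the deepest 10%, and for immediate-early genes to -0.14, -0.037 and -0.18. Among genes, in WT her4.1 (0.815) reversed to 1.48 with equal weights, 1.14 in thinned cells and 1.75 with equal weights without the deepest 10%, and cenpf (0.516) to 1.013 in the last. In hbegfaKO fgfr2 (0.288) reversed to 1.15 in the larger cluster and sox11b (0.504) to 1.27 in thinned cells. At 7 days between genotypes urp1 (8.06) reversed to 0.703 without integration, spink2.2 (0.130) to 5.52 without integration, 5.88 in the larger cluster and 5.86 without the highest doublet scores, and cst14b.2 (0.143) to 4.43, 5.31 and 4.66. There ascl1a (0.711) reversed to 1.11 with equal weights, 1.02 in thinned cells and 1.099 with equal weights without the deepest 10%, and gfap (1.09) to 0.805, 0.872 and 0.737. In sham ascl1a (2.46) reversed to 0.659 with equal weights without the deepest 10%, and in microglia- and macrophage-like cells of WT hbegfb (1.05 across injury) to 0.994 with median-of-ratios scaling. Removing predicted doublets, resolution 1.0 and drawing WT cells to hbegfaKO depths reversed none of these, but they could change little. Few cells were predicted doublets, resolution 1.0 returned the same ERG-like cells (64, 529, 53 and 120), and random thinning keeps the expected CPM. Their 277, 100 and 100 list values all stayed the same and raise the totals above.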

Other observations

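The choice of which patterns to test here, and 2 of the 3 tests of the second pattern, came only after the result was seen, and 3 tests were written before their values.

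Outside ERG-like cells, microglia- and macrophage-like cells of WT 7 dpi carried more of the osteopontin gene spp1 (83.6-fold, 44.0 to 183) and of the guidance receptor gene robo4 (25.8-fold, 17.95 to 38.58) than those of WT sham, and less of the chaperone genes hsp70.3 (22.8-fold, 18.5 to 28.4) and dnajb1b (12.3-fold, 11.4 to 13.4). Their proliferation list was higher at 0.51 (0.46 to 0.55), with mki67 2.29-fold higher (1.98 to 2.65), and their inflammation list stood at 0.04 (0.02 to 0.08). Of 953 cells in WT sham and 3737 in WT 7 dpi, 134 and 1090 lay in cluster 1, with spp1 among its top genes. In cluster 6, with mki67 among its top genes, lay 37 and 373, so the make-up of the class may have a part. In hbegfaKO 7 dpi against WT 7 dpi the inflammation list of microglia- and macrophage-like cells stood at -0.08 (-0.14 to -0.04) and proliferation at -0.09 (-0.16 to -0.07). Neutrophil-like cells of WT 7 dpi had higher inflammation (0.65, 0.47 to 0.73) and phagocytosis genes (0.67), as did erythrocyte-like cells (2.65, 2.36 to 3.01, and 1.86, 1.76 to 2.32, with matched lists at 0.48), which should lack them, so RNA of other cells may have a part. In neutrophil-like cells the chemokine receptor gene ccr9a was 19.7-fold higher at 7 days (9.92 to 45.8), and it was 4.89-fold lower in hbegfaKO than in WT at 7 days (3.28 to 7.62). Oligodendrocyte-like cells of WT 7 dpi carried the neurotrophic gene ndnf at least 15.96-fold and gap43 at least 13.1-fold above sham, and less of the antiviral gene rsad2 (11.5-fold, 8.70 to 15.25). In hbegfaKO 7 dpi the chemokine gene cxcl8a was at least 11.01-fold lower in them than in WT and clcf1 at least 5.79-fold lower. Neuron-like cells of WT 7 dpi, 34 against 41 in sham, carried more of the cytokine signal inhibitor gene socs3a (15.95-fold, 7.18 to 44.1) and tubb5 (6.36-fold, 4.54 to 9.16) and less of neurod1 (13.5-fold, 8.09 to 23.9) and rbfox1 (9.77-fold, 6.28 to 15.8), and their neurogenesis list stood at -0.77 (-0.97 to -0.55). That class joins clusters 19 and 21, with 27 and 14 cells in WT sham and 14 and 20 in WT 7 dpi. Its make-up may thus have a part in these values. T- and NK-like cells of hbegfaKO 7 dpi, 35 against 92 in WT, carried less of il13 (17.7-fold, 8.92 to 41.3) and il4 (11.9-fold, 7.13 to 21.3).

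In microglia- and macrophage-like cells the ratio of hbegfaKO to WT lay past 4-fold both with and without injury for 145 higher and 50 lower genes of 10735 with 100 UMIs or more, while 8 and 19 of them had no UMI in a sham library and the interval lay past 4-fold in both conditions for only 52 and 9. Among them were the peptide gene npb (1492-fold higher at 7 days, 509 to 7249, on 3 UMIs in WT), the sphingosine receptor gene s1pr5a (174-fold, 66.6 to 649) and ifi45, which was also 5.31-fold higher in ERG-like cells, and stoml3b (21.2-fold lower, 17.5 to 26.0). Variants linked to the targeted locus would place many of these genes on its chromosome, and 5.26% of the 152 placed lay there against 3.80% of all genes measured, but the test is void because 77.9% of the genes could be placed and 80% was required. None of the 20 measured neighbours of hbegfa was among them, and a version restricted to ordinary gene names, tried after the void result and not used, placed 97.6% with 4.07% on the chromosome. Free RNA is open as well. Of the higher genes, 11.03% reached 50% of their highest level in any other cluster and 68.3% stayed below 10%. Under 10% reaching that level had been set as the value for free RNA. In the version with ordinary gene names, likewise not used, 5.71% reached it, which meets that value, and 78.1% stayed below 10%. Genetic background or preparation is open too, since 73.8% of the 42 genes measured in neutrophil-like cells differed the same way there.

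Myelin genes were higher in ERG-like cells of hbegfaKO sham than of WT sham, with summed CPM 2.52-fold higher (2.42 to 2.64). Doublets with oligodendrocytes would leave the median cell unchanged, yet the median over cells was 2.96-fold higher (19211 against 6494 CPM). A first form of this test, the share of cells with a myelin UMI, was saturated and was replaced before the new value was seen. Free RNA from oligodendrocytes stays open: in neutrophil-like cells the ratio was 1.70 (1.62 to 1.77), between the values set for and against it, and classes outside the test had 1.91 (T- and NK-like), 2.915 (microglia- and macrophage-like), 1.74 (erythrocyte-like) and 1.16 (oligodendrocyte-like). In hbegfaKO sham the summed level was 17983 CPM in ERG-like, 14906 in neutrophil-, 14549 in T- and NK-, 15643 in microglia- and macrophage- and 9314 in erythrocyte-like cells. In WT sham it was 7122, 8793, 7611, 5367 and 5350 CPM in the same order. Most of the level was thus not particular to ERG-like cells. At 7 days the ratio was 3.18 in ERG-like and 2.44 in microglia- and macrophage-like cells but 1.21, 1.26 and 0.898 in neutrophil-, T- and NK-, and erythrocyte-like cells.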
